A study of Mus musculus with 4 samples. Its data were reported in "Nutrient restriction synergizes with retinoic acid to induce mammalian meiotic initiation in vitro" (2021).

How the data were processed

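Poly(A) RNA was sequenced from primary cultures of mouse spermatogonia (spermatogonial stem cell or SSC cultures) established from CD1 mice. The cells were kept on a layer of mouse embryonic fibroblast (MEF) feeder cells, so that RNA of both cell types was present in every library. In the Veh group the cultures stayed in complete SSC medium. In the NRRA group they were given a nutrient restriction medium, in which most of the complete medium was replaced by a balanced salt solution without amino acids, together with retinoic acid (RA). Each group had 2 libraries, and 4 libraries were analysed in total. The group and the replicate number were taken from the sample titles. The titles number the Veh libraries 1 and 2, whereas their descriptions and column names carry the next higher number. The columns were matched to samples by those descriptions.

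The authors deposited 1 table of raw counts per gene for the 4 libraries, and its values were whole numbers with a different total in each library, between 28022265 and 31604769, with no sign of normalization. It held 55421 genes with their Ensembl identifiers and symbols, no entry without a gene, and 20066 genes with a count of 0 in all libraries. The study's methods describe a stranded mRNA preparation with oligo-dT capture and paired-end NovaSeq reads, with a kit from Tecan, while the labels name an Illumina TruSeq kit. The authors named STAR as the aligner for the study as a whole and DESeq2 for differential expression. The genome build, the annotation release, the counting tool and the strand setting used for the deposited counts were not stated. Reads of overlapping or near-identical genes could therefore have been assigned in ways that change the values of single genes, and large shares of such sequence are given beside genes named in the text.

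Genomic coordinates were taken from GENCODE release M21 (GRCm38), in which 55240 of the 55421 gene identifiers (99.7%) were found. Of these, 97.2% carried the same symbol. The identifiers not found held 0.00358% of the counts. For 466 genes, among them the genes named below with coordinates, the share of exonic bases that overlap another gene and the share of the longest transcript with a near-identical stretch in another gene (at least 95% identity over at least 100 bases, BLAST) were computed.

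Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, library sizes were scaled with TMM, and a quasi-likelihood F test with robust empirical Bayes estimation compared NRRA with Veh. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Log2 fold changes are NRRA over Veh, and their standard errors (SE) were derived from the F statistic. CPM values are counts scaled to the TMM-adjusted library size, and log2 CPM was computed with a prior count of 2. A count of 3 was used as the floor. For a gene at or below the floor in both libraries of a group, the fold was computed against the floor and is given as a lower bound. DESeq2 1.42.0 was run as an alternative and not as the main test, because the quasi-likelihood test carries the uncertainty of each gene's dispersion when a group has 2 libraries.

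Gene lists were tested with camera in limma 3.58.1, with an inter-gene correlation preset at 0.01, and adjusted over 23 lists. The value given for a list is the median log2 fold change of its members that passed the filter, and its spread is the standard deviation over the 4 pairs of an NRRA and a Veh library. The lists were the study's early meiosis genes and their 5 clusters from its F1 hybrid cultures, meiotic genes named by the study, undifferentiated spermatogonia, differentiating spermatogonia, retinoic acid response, the transcription factors (TF) that the study ties to nutrient restriction, amino acid response, autophagy and lysosome, ribosome biogenesis, cytosolic ribosomal proteins, cholesterol synthesis, glycolysis, oxidative phosphorylation, fibroblast feeder, germ cell, interferon response, cell cycle and X chromosome. The lists, the tests, the alternatives and the wording of the rule below were fixed before the data were examined. The text names Stra8, Dmc1, Sycp3, Spo11, members of the lists, and the 5 genes with the largest and the 5 with the smallest log2 fold change among genes with an adjusted p under 0.05, a mean log2 CPM of at least 3 and both NRRA libraries on one side of both Veh libraries. A total of 8081 genes met those criteria. The mean was taken as the mean of the log2 CPM of the 4 libraries. This reading of the rule was settled after the genes that it and the other reading, edgeR's average log2 CPM, would name had been seen. With the other reading, 8190 genes met the criteria and 5 of the 10 named genes differed. Rarb (7.74), Foxn4 (6.08) and Sprr1a (5.91) took the places of Kit, Ccdc88b and Coro2b, and Pcdh12 (-6.27) and Nanos3 (-5.28) those of Sphk1 and Lhx1, in log2 fold changes. Rarb is uncertain, since 38.4% of its exonic bases overlap other genes on the opposite strand. Any other gene was chosen after its values were seen.

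The procedure was tested on simulated counts drawn from the means, library sizes and dispersions of the real genes. Of 200 genes with a known change among 19831 tested, 98% were called in the right direction, and 6.67% of the calls were unchanged genes. The median estimate for genes raised 2-fold was 0.99 on the log2 scale. None of 20 lists of unchanged genes was called (0 lists), and the 1 list of changed genes was. The simulated genes were drawn independently of each other, so these lists do not test the preset inter-gene correlation. Far fewer genes were changed than the 56.4% called in the data, so scaling and calls under such broad change were not tested. The dispersions were those of these libraries, so more variable cultures were not tested either.

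The alternatives were DESeq2 with its own size factors, RLE and upper quartile scaling, library size only, no filter on low counts, at least 1 CPM in 2 libraries, at least 10 counts in every library, no robust estimation, the replicate number as a block, each library left out in turn, the 10 most counted genes dropped, and glmTreat with a fold limit of 1.5. For lists, fry, camera with an estimated correlation and members with a mean log2 CPM of at least 1 were also tried. With a library left out, 1 group has 1 library, and fold changes were computed with a fixed dispersion of 0.001 and without a test. The sample descriptions give the same lane tag for all 4 libraries and consecutive sample numbers, the Veh libraries before the NRRA libraries. They name no day, library batch or culture, so that no batch that divides the samples could be examined. Cultures given RA alone or nutrient restriction alone were not analysed here. The result of 1 further test is not reported here.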

Results

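Transcript levels were measured by RNA-seq in SSC cultures of the CD1 mouse background after NRRA treatment and in complete medium (Veh). The comparison addresses whether the response of SSC cultures to nutrient restriction plus RA, which the study describes mainly in an F1 hybrid background, also occurs in another background. There were 2 NRRA and 2 Veh libraries. The counts assigned to genes totalled 28022265 and 30715160 in Veh replicates 1 and 2, and 31604769 and 29214798 in NRRA replicates 1 and 2. Between 29225 and 29745 genes had at least 1 count in a library. The 10 most counted genes took 4.34% and 4.32% of the counts in the Veh libraries and 3.72% and 3.71% in the NRRA libraries. TMM factors were 0.969 and 0.97 in Veh and 1.03 in both NRRA libraries. A count of 3, taken as the floor, corresponded to between 0.0921 and 0.111 CPM. The floor covers counting error only, and PCR copies were not told apart.

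The replicates of each group lay close together. Pearson's r of log2 CPM across the tested genes was 0.993 between the Veh libraries and 0.994 between the NRRA libraries, and between 0.958 and 0.959 across groups. These correlations are across genes, which are not independent replicates. The common biological coefficient of variation was 2.61%. The libraries of a group nonetheless differed by more than the sampling noise of independent reads. Over 16825 genes with at least 50 counts in the group, the chi-square per degree of freedom was 2.45 between the Veh libraries, and it was 1.99 over 17060 genes between the NRRA libraries. PCR copies, which were not told apart, could also raise these values, so separate cultures do not follow from them. All 4 libraries were counted separately. The study describes its sequencing replicates in general as independent biological replicates. The labels do not say which cultures or mice these libraries came from, and the p-values and numbers of calls below rest on the small spread between these libraries. Cultures that vary more would give larger p-values and fewer calls.

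Of 20232 genes tested, 5654 were higher and 5752 were lower in NRRA (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), together 56.4% of the genes tested. Most of these changes were small, with a median absolute log2 fold change of 0.49 among called genes, and 76.4% of the calls were under 2-fold. At least 2-fold differences were called for 1272 higher and 1421 lower genes. The median SE of a log2 fold change was 0.10 over all tested genes and 0.055 over genes with a mean log2 CPM of at least 3. DESeq2 moved the counts of calls most, to 4267 higher and 4317 lower genes, of which 8556 were also called in the same direction by edgeR. With library size only, the share of calls that were higher in NRRA rose from 49.6% to 60.3%.

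**Figure D1:**
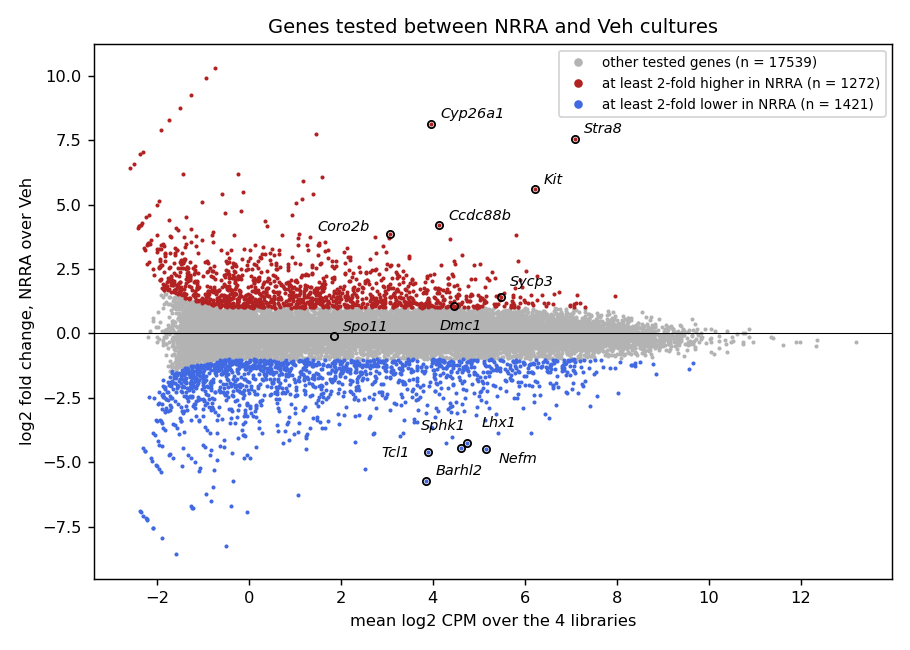
Log2 fold change of NRRA over Veh (vertical axis) against mean log2 CPM over the 4 libraries (horizontal axis) for the 20232 genes tested, with genes called at least 2-fold higher in red and at least 2-fold lower in blue. Stra8 (7.56), Kit (5.59) and Cyp26a1 (8.14) are the 3 largest rises among called genes with a mean log2 CPM of at least 3 and no overlap between groups, whereas Spo11 lies near 0.

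Among genes with a mean log2 CPM of at least 3, the largest rises were those of Cyp26a1, Stra8, Kit, Ccdc88b and Coro2b. Cyp26a1 encodes an enzyme that degrades RA (ENSMUSG00000024987, GRCm38 chromosome 19, 37697798 to 37701536, plus strand) and rose from 0.895 ± 0.0658 CPM (SD, n = 2) in Veh to 255 ± 4.43 CPM in NRRA (SD, n = 2), a log2 fold change of 8.14 (SE 0.073, edgeR adjusted p 4.01e-31). Kit, a receptor of differentiating spermatogonia (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722, plus strand), rose from 10.7 ± 0.417 to 516 ± 6.44 CPM, a log2 fold change of 5.59 (SE 0.042). Ccdc88b and Coro2b had log2 fold changes of 4.20 and 3.85. The largest falls were those of Barhl2, Tcl1, Nefm, Sphk1 and Lhx1, with log2 fold changes of -5.72, -4.60, -4.48, -4.44 and -4.27. Barhl2, a homeobox gene (ENSMUSG00000034384, chromosome 5, 106452523 to 106458166, minus strand), fell from 106 ± 0.923 to 1.98 ± 0.635 CPM (SD, n = 2 per group). Of the exonic bases of Nefm, 19.2% overlap Nefl on the opposite strand, so its value is uncertain while the strand setting is not stated. Barhl2, Tcl1 and Lhx1 are also among the genes that the study labelled on these libraries. The labelled genes were read by eye from a plot of the study. Each of these 10 genes kept its direction and stayed past the threshold under the 10 alternatives that gave it a test. Among those alternatives library size only moved these fold changes most, for Stra8 to 7.65. Leaving out a library, for which no test was run, moved some of these fold changes more. Barhl2 ranged from -6.10 without NRRA replicate 1 to -5.44 without NRRA replicate 2.

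Stra8, which is induced directly by RA and is needed for meiotic initiation, checks that the libraries labelled NRRA had received RA. The gene lies on chromosome 6 (ENSMUSG00000029848, GRCm38, 34920163 to 34939344, plus strand) and overlaps no other annotated exon. Its level was 9.85 ± 0.325 CPM in Veh and 1858 ± 7.88 CPM in NRRA (SD, n = 2 per group), a log2 fold change of 7.56 (SE 0.035, edgeR adjusted p 1.14e-37). Of the 14 genes of the retinoic acid response list, 13 were higher and 0 lower, with a list median of 2.77 (camera adjusted p 3.20e-78). At an unadjusted p under 0.05 the number lower was also 0. Library size only moved this median most, to 2.86. The counts adjusted over the list alone were the same, 13 and 0. The smallest change was that of Rdh10, 0.085 (edgeR adjusted p 0.517), which was 0.0075 without Veh replicate 1 and 0.17 without Veh replicate 2. Of the 14 members, 4 are in another list.

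Genes of differentiating spermatogonia moved both ways. Of 14 members, 8 were higher and 5 lower, and the median was 0.31 (camera adjusted p 4.70e-26). Adjusted over the list alone, 8 were higher and 6 lower. The members ranged from 8.14 for Cyp26a1 to -2.34 for Hmgn5, of whose longest transcript 26.2% has a near-identical stretch in another gene. Of the 14, 3 are in another list, namely Cyp26a1, Stra8 (7.56) and Sohlh1 (0.94). All 3 were higher, and the sign of the median depended on them. Without them the median was the value of Ccnb1, -0.10. Of the longest Ccnb1 transcript, 51.9% has a near-identical stretch in another gene.

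Meiotic genes that the study names for these cultures were raised. Dmc1, which encodes a meiotic recombinase (ENSMUSG00000022429, GRCm38 chromosome 15, 79561497 to 79605109, minus strand), rose from 15.3 ± 0.093 to 31.8 ± 0.0754 CPM (SD, n = 2 per group), a log2 fold change of 1.06 (SE 0.073, edgeR adjusted p 2.45e-12). Sycp3, a component of the synaptonemal complex (ENSMUSG00000020059, chromosome 10, 88459569 to 88473236, plus strand), rose from 27.4 ± 0.00511 to 72.4 ± 2.00 CPM, a log2 fold change of 1.40 (SE 0.054, edgeR adjusted p 1.07e-17). Chpt1 overlaps 52.2% of the exonic bases of Sycp3 on the opposite strand, which leaves the level of Sycp3 uncertain. For Spo11, which encodes the enzyme that makes meiotic double-strand breaks (ENSMUSG00000005883, chromosome 2, 172977700 to 172993576, plus strand), no difference was detected. Its libraries held 85 and 128 counts in Veh and 103 and 113 in NRRA, or 3.72 ± 0.826 and 3.46 ± 0.418 CPM (SD, n = 2 per group), a log2 fold change of -0.11 (SE 0.19, edgeR adjusted p 0.641). The sign of that value changed with the libraries used. It was -0.32 without Veh replicate 1 and 0.14 without Veh replicate 2. These values argue against a 2-fold rise of Spo11 in these libraries, whereas a small change would not be detectable. In its F1 hybrid cultures the study reported that NRRA raised Spo11, measured by qRT-PCR relative to Gapdh. That is another background and another measure, and the difference was not examined further.

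**Figure D2:**
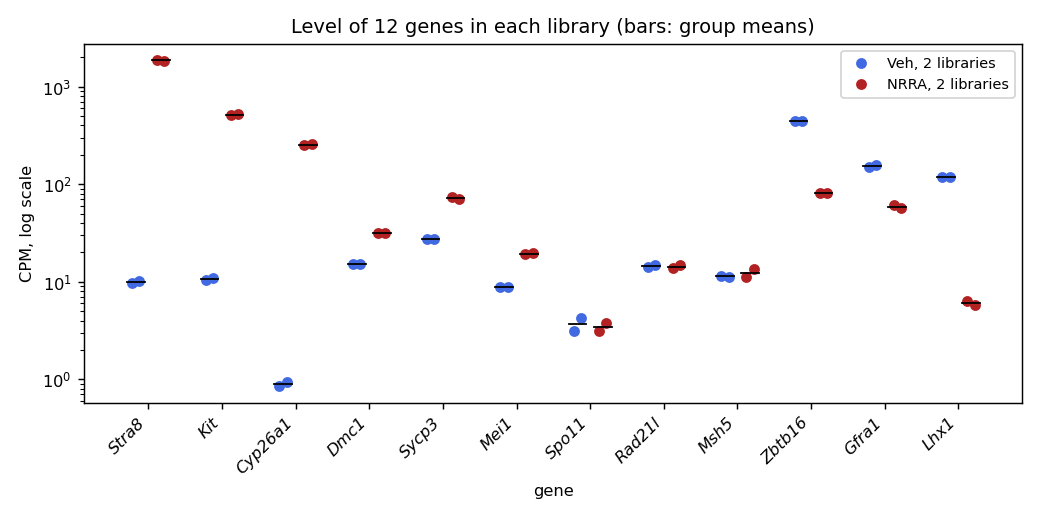
CPM on a log scale (vertical axis) of 12 genes in each of the 2 Veh (blue) and 2 NRRA (red) libraries, with bars at the group means. Stra8, Kit, Cyp26a1, Dmc1, Sycp3 and Mei1 are higher in both NRRA libraries, Zbtb16, Gfra1 and Lhx1 are lower, and Spo11, Rad21l and Msh5 overlap between groups.

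Of 18 meiotic genes named by the study, 15 were higher and 0 lower (0 lower also at an unadjusted p under 0.05), with a median of 0.83 (camera adjusted p 1.17e-12). Adjusted over the list alone the counts were again 15 and 0. The 3 without a detected difference, named after their values were seen, were Spo11, Msh5 (0.11, edgeR adjusted p 0.42) and Rad21l (-0.026, edgeR adjusted p 0.835). The largest rise was that of Rec8, 2.83. Of the 18, 15 are in another list. The study labelled 9 of them on these libraries, so the count adjusted over the list alone is not independent evidence for those. Without the labelled genes 7 were higher and 0 lower, with a median of 0.59. The labelled genes were therefore not all called higher.

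The early meiosis list holds the genes that the study clustered in its F1 hybrid cultures. Every member was tested, and 61.2% were higher and 17% (28 genes) lower, with a median of 0.24 (camera adjusted p 1.69e-07). Adjusted over the list alone, 104 were higher and 28 lower. At least 2-fold rises were called for 25 members and at least 2-fold falls for 2. Without the 11 members that the study labelled on these libraries the median was 0.21. The 5 clusters differed. Cluster 1, with 73 genes, had a median of 0.55, with 64 higher and 0 lower (camera adjusted p 7.64e-22), and 0 were lower at an unadjusted p under 0.05. Cluster 2 (28 genes) had a median of 0.23 (18 higher, 2 lower, camera adjusted p 0.00219). Cluster 3 (28 genes) had a median of 0.054 (12 higher, 7 lower, camera adjusted p 0.508), which was 0.0028 without NRRA replicate 2 and 0.11 without Veh replicate 2. Cluster 4 (19 genes) had a median of -0.13 (4 higher, 10 lower, camera adjusted p 0.00458) and cluster 5 (17 genes) a median of -0.15 (3 higher, 9 lower, camera adjusted p 0.125). Adjusted over each list alone, clusters 1 and 2 had 66 and 19 higher genes, and the counts of the other clusters stayed as given. Differences between clusters were not tested against each other. Of the members of the whole list, 26 are in a list other than these clusters.

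Genes of undifferentiated spermatogonia fell. Of 18 members, 16 were lower and 1 was higher, with a median of -2.58 (camera adjusted p 7.97e-59), and the counts adjusted over the list alone were the same. At least 2-fold falls were called for 14 members. Sall4 was the exception, with a log2 fold change of 0.84. Nanos2 was at or below 3 counts in both NRRA libraries and at 145 and 163 counts in the Veh libraries, so it was at least 48.9-fold lower. On the opposite strand, 49% of its exonic bases overlap another gene. With Nanos2 at its bound the list median remained -2.58. The study labelled 9 of the 18 on these libraries, and the median of the others was -1.06. The germ cell list had a median of -0.035, with 5 of 12 members higher and 6 lower (camera adjusted p 0.558) and the same counts adjusted over the list alone. It ranged from 0.66 for Tex15 to -6.94 for Dppa3, which had 230 and 244 counts in Veh and 4 and 0 in NRRA, and 54.1% of the longest Dppa3 transcript has a near-identical stretch in a pseudogene. The median of the germ cell list was 0.0041 without NRRA replicate 1, and it was above 0 with library size only (0.054). Of its 12 members, 7 are in another list.

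For the 11 transcription factors that the study ties to nutrient restriction, 4 were higher and 2 were lower, with a median of 0.056 (camera adjusted p 0.279). The same counts were found adjusted over the list alone. Values ranged from 1.83 for Sox3 to -1.70 for Bcl11a. Leaving out NRRA replicate 1 or NRRA replicate 2 gave medians of 0.026 and 0.089.

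Lists that respond to nutrients were measured to describe the state of the cells in diluted medium. The amino acid response list, which rises in many cells short of amino acids, had a median of -0.49, with 4 of 24 members higher and 14 lower (camera adjusted p 2.21e-08). It ranged from 0.87 for Nupr1 to -2.30 for Phgdh, whose longest transcript has near-identical stretches in a pseudogene over 89.5% of its length. Adjusted over the list alone, 15 were lower and 4 higher. The autophagy and lysosome list had a median of -0.11 (8 of 28 higher, 14 lower, camera adjusted p 0.544). With a fluorescent LC3 protein reporter, the study found that the restriction medium activated autophagy in SSC cultures. Transcript levels do not test that protein measure. The ribosome biogenesis list had a median of -0.42, with 0 of 40 members higher, 0 at an unadjusted p under 0.05, and 34 lower, 36 adjusted over the list alone (camera adjusted p 5.51e-12). Cytosolic ribosomal proteins had a median of -0.27 (2 of 83 higher, 69 lower, 70 adjusted over the list alone, camera adjusted p 1.16e-09). These genes have many processed pseudogenes, so their single values are uncertain. The glycolysis list had a median of -0.56 (1 of 17 higher, 15 lower, camera adjusted p 1.98e-12), from 0.38 for Pfkl to -1.58 for Hk2. Oxidative phosphorylation genes had a median of -0.084 (13 of 79 higher, 32 lower, camera adjusted p 0.29), and the median was 0.0056 with library size only. Cholesterol synthesis genes had a median of 0.046 (10 of 24 higher, 5 lower, camera adjusted p 0.999). Except where given, the counts adjusted over the list alone were the same in these lists.

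**Figure D3:**
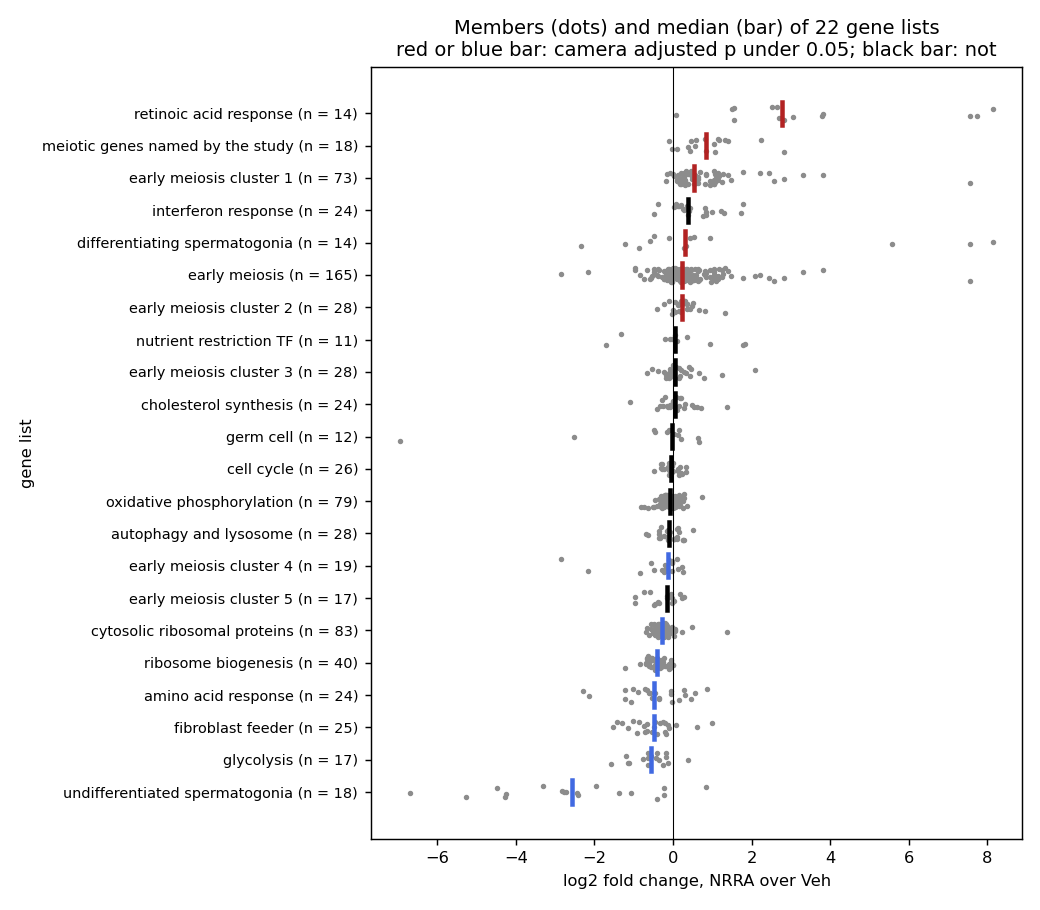
Log2 fold change of NRRA over Veh (horizontal axis) of the members of 22 gene lists, 1 dot per gene, with a bar at the median in red or blue where the camera adjusted p was under 0.05 and in black where it was not. The retinoic acid response list lies furthest to the right (2.77) and the undifferentiated spermatogonia list furthest to the left (-2.58).

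The fibroblast feeder list had a median of -0.49, with 2 of 25 tested members higher and 22 lower, also adjusted over the list alone (camera adjusted p 2.75e-09). Its members together took 1.26% and 1.25% of the counts in the Veh libraries and 1.00% and 0.981% in the NRRA libraries. They ranged from 0.98 for Pdgfra to -1.52 for Timp1. The interferon response list had a median of 0.38 with a spread of 0.27 over the 4 library pairs, and 10 of 24 members were higher and 1 lower, also adjusted over the list alone (camera adjusted p 0.129). The median was 0.61 without Veh replicate 1 and 0.17 without Veh replicate 2. Cell cycle genes had a median of -0.056 (8 of 26 higher, 9 lower, 10 lower adjusted over the list alone, camera adjusted p 0.652). The median was 0.034 with library size only. The 747 tested genes of the X chromosome had a median of 0.067, with 249 higher and 166 lower, also adjusted over the list alone (camera adjusted p 0.29). Of the 23 lists, 13 were past the threshold with camera, and in each of the 13 the median had the same sign in all 4 pairs of an NRRA and a Veh library. All 13 were also past it with fry, and 4 were past it with an estimated correlation, namely early meiosis cluster 1, undifferentiated spermatogonia, differentiating spermatogonia and retinoic acid response.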

Values the study reported

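The study restricted nutrients by adding 90% of a balanced salt solution to the complete medium, and treated its cultures with NRRA for 2 days. It assembled 194 early meiosis genes, of which 165 were differentially expressed and fell into clusters. It also reported 120 transcription factor genes raised by nutrient restriction that did not need retinoic acid, and 11 of these correlated with meiotic gene expression.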

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

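The 10 alternatives that tested genes against no change kept the numbers of called genes within 1.5 times the counts in the report. They do not include glmTreat, which tests against its fold limit. The counts ranged from 4267 to 6962 higher and from 4317 to 5836 lower genes. No gene called both in the main test and under one of these alternatives had the opposite direction (0 genes). Genes called only under an alternative were not compared in direction. For the 10 genes of the naming rule, Dmc1, Sycp3, Spo11 and the highest and lowest member of each list other than X chromosome, 500 values kept their direction and their side of the threshold, 4 lost the call and 4 gained it. Other genes named in the text were not run one by one under these alternatives. All 4 losses (Zbp1, Atg9b, Fbxo47 and Syce3) occurred with DESeq2. The 4 gains were Ifit3 with DESeq2, without robust estimation and with the replicate block, and Ubtf with library size only. Ifit3 is uncertain, since 97.4% of its longest transcript has a near-identical stretch in Ifit3b. The cause was not tested. The replicate block gave 11608 called genes, 5836 of them lower. The difference between replicates correlated at -0.0106 across genes between the groups, so no effect shared by replicate number was seen. Whether the libraries were paired by culture does not follow from this, because the labels name no culture.

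At least 2-fold calls, counted under 11 alternatives, ranged from 896 to 1478 higher and from 978 to 1563 lower genes. Counts of genes with at least a 2-fold difference and no test were 1376 higher and 1507 lower. With DESeq2 they were 6187 and 6618, with no filter 6151 and 6256, and with at least 10 counts in every library 898 and 978, because these alternatives include more or fewer genes with low counts. With a library left out the counts ranged from 1573 to 1849 higher and from 1741 to 1997 lower. No test was run with a library left out, so that the tested counts have no such range.

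With library size only, the medians of oxidative phosphorylation (0.0056), germ cell (0.054) and cell cycle (0.034) genes changed sign. That setting moved the median of all genes by 0.09. The germ cell median was also above 0 with at least 10 counts in every library (0.023) and for members with a mean log2 CPM of at least 1 (0.023). These 2 filters drop members with few counts. The glycolysis median was -0.49 both with DESeq2 and with no filter, because a second gene with the symbol Aldoa and 29 counts in total joined the list in both. Over the 17 members in the report the medians were -0.56 and -0.56. Without a filter, cluster 5 (-0.14), oxidative phosphorylation (-0.079) and interferon response (0.39) passed the threshold with camera. The interferon response list also passed it without robust estimation (0.38) and with the replicate block (0.38). The causes were not tested.

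With fry, 8 more lists passed the threshold at the medians in the report, namely early meiosis cluster 3 (0.054) and cluster 5 (-0.15), nutrient restriction TF (0.056), autophagy and lysosome (-0.11), oxidative phosphorylation (-0.084), germ cell (-0.035), cell cycle (-0.056) and X chromosome (0.067). Fry tests each list against no change and not against the other genes. With an estimated correlation, 9 lists no longer passed, namely early meiosis (0.24), cluster 2 (0.23) and cluster 4 (-0.13), the meiotic genes named by the study (0.83), amino acid response (-0.49), ribosome biogenesis (-0.42), cytosolic ribosomal proteins (-0.27), glycolysis (-0.56) and fibroblast feeder (-0.49). With 2 libraries per group the correlation is estimated from few degrees of freedom.

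With each library left out in turn, list medians ranged from 0.21 to 0.25 for early meiosis, 0.51 to 0.55 for cluster 1, 0.19 to 0.23 for cluster 2, 0.0028 to 0.11 for cluster 3, -0.16 to -0.13 for cluster 4 and -0.17 to -0.14 for cluster 5. They ranged from -2.61 to -2.52 for undifferentiated spermatogonia, 2.76 to 2.83 for retinoic acid response, -0.50 to -0.46 for amino acid response, -0.43 to -0.41 for ribosome biogenesis, -0.58 to -0.55 for glycolysis and -0.53 to -0.49 for fibroblast feeder. For germ cell the range was -0.071 to 0.0041, for cell cycle -0.061 to -0.039 and for X chromosome 0.056 to 0.096. The lowest and highest cluster 3 medians were those without NRRA replicate 2 and without Veh replicate 2, and the germ cell median was above 0 only without NRRA replicate 1. The fitted values of Dppa3 and Nanos2, with at most 4 counts in an NRRA library, reached -10.92 without NRRA replicate 1 and -10.34 without NRRA replicate 2, since the remaining NRRA library had a count of 0. At 85 to 128 counts per library, the SE of Spo11 was 0.19, so that a small change of Spo11 was not detectable.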

Other observations

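The tests of the feeder share, the germ cell share and the repeated deposit were chosen after the results they address were seen. The values that decide the other tests had not been seen when these were chosen, although the patterns they address had, and so had the mitochondrial median with TMM.

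The ribosome and glycolysis lists were lower and the early meiosis list higher in NRRA. A trend of fold change on exon length and GC content over 20203 genes explained 0.64% of the variance. After it was removed the medians were -0.21 for cytosolic ribosomal proteins, -0.43 for ribosome biogenesis, -0.48 for glycolysis and 0.20 for early meiosis, each further from 0 than its spread between library pairs. This argues against a length or GC trend as the whole cause. The nutrient restriction and the RA remain open and were not separated, because no library with 1 of them alone was analysed here.

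The fibroblast feeder list was lower in NRRA. A smaller share of feeder RNA would lower its abundant members by a common factor. The SD of the log2 fold changes of 23 members with a mean log2 CPM of at least 3 was 14.7 times their median SE, and 2 of them were higher and 20 lower. A smaller feeder share as the whole cause is argued against by this value. A response of the feeder cells, or of germ cells that express some of these genes, stays open. No list of feeder genes that respond to neither treatment was available.

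The undifferentiated spermatogonia list was lower in NRRA. The germ cell list, fixed beforehand, had a median of -0.035, with 5 of 12 members higher and 6 lower. Without Dppa3, Utf1, Piwil4 and Tdrd1, the median of the other 8 was 0.14. These 4 are the lowest members and were left out after their values were seen, so the 8 genes are not an independent choice. With or without them the median is far from the -2.58 of the undifferentiated list, and 5 members rose, which argues against a smaller share of germ cell RNA as the whole cause. The cultures were supplemented with GDNF and bFGF per the labels. The study describes the restricted medium as complete medium diluted with a salt solution, which would dilute both factors. A set of 14 genes that follow or dampen ERK signalling, fixed before its values were seen, had a median of -1.002, with 12 lower and 1 higher (camera adjusted p 1.05e-28, 2.08e-02 with an estimated correlation, 3 sets tested, edgeR model). A lower growth factor signal may therefore contribute. Differentiation driven by RA could lower the same genes, and these libraries do not separate them. By immunostaining, the study saw loss of PLZF, the protein of the list member Zbtb16, under RA and under NRRA. It saw no such loss under nutrient restriction alone, so for that protein the dilution was not sufficient.

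The amino acid response list was lower in NRRA, the direction opposite to a response to missing amino acids. Genes that report on the medium moved in the named direction in 3 of 3 cases. Txnip (-1.29) and Arrdc4 (-0.72), which follow glucose, fell and Tfrc (0.68), which rises when iron is short, rose. RA was given together with the medium and was not separated from it, so these genes do not decide whether the cells sensed the medium. Of the exonic bases of Txnip, 19.4% overlap another gene on the opposite strand. Myc, Mycn and 8 common targets had a median of -0.76, and all 10 were lower (camera adjusted p 2.73e-10, 0.0649 with an estimated correlation). Lower Myc activity is a candidate explanation for the lower amino acid and ribosome lists. It was not separated from RA, and protein or translation was not measured.

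The replicate libraries lay close together. Their counts nevertheless differed by more than the sampling noise of independent reads, with a chi-square per degree of freedom of at least 1.99. This argues against a library deposited again under another name. PCR copies could also raise the value, so separate preparations of the same RNA are not excluded. The study describes its sequencing replicates in general as independent biological replicates. The labels do not name the cultures or mice behind these libraries, and no biological explanation was tested. The common biological coefficient of variation of 2.61% is low for primary cultures established separately, so the p-values may understate the variation between cultures, and the number of called genes may be too high for that reason.

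The 24 tested mitochondrially encoded genes had a median of -0.32, with 15 lower and 1 higher. Under the other scalings the highest median was -0.23, which argues against the scaling as the whole cause. The cause of the fall was not tested further.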
